A study of Mus musculus with 3 samples. Its data were reported in "Molecular determinants of cardiac lymphatic dysfunction in a chronic pressure-overload model" (2025).

How the data were processed

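Cardiac endothelial cells from BALB/c mice were collected at 8 weeks after sham or TAC surgery, sorted by flow cytometry and processed with the 10x Genomics Chromium 3' kit, version 3.1. Each library used cells pooled from 10 hearts. Sequencing used 3 flow cells, and which library was loaded on which is not stated in the sample descriptions, so an effect of the flow cell was not tested. The estimated depth was 20000 reads per cell. According to the study's methods, the authors aligned the reads to the mouse genome GRCm39 (Ensembl release 111) with STARsolo 2.7 and counted unique molecular identifiers (UMIs) per gene and cell. Only the reads of sham 1 were trimmed beforehand, to remove adapters and homopolymer stretches, which is a difference in processing between the sham libraries. The authors filtered, integrated and clustered the cells with Seurat 5.0.2 in R 4.1.2. Genes found in fewer than 10 cells were removed by the authors, as were cells with fewer than 500 genes, fewer than 500 UMIs or more than 10% mitochondrial UMIs. The libraries were integrated with batch correction before clustering, and the LEC cluster was then reclustered into LEC1, LEC2 and LEC3. Cluster membership therefore reflects joint processing of all libraries, and a cell's subpopulation can depend on the integration and on the chosen resolution. How doublets (droplets with more than 1 cell) were treated is not stated, and no doublet caller could be run on a list of cells.

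Of the deposited processed files, 4 were used and 1 was not, as it only named the sample index of each library. The deposited LEC list holds text and no measured values: each row names a cell by a library prefix and a 16-base barcode and gives the authors' subpopulation. Every row carried a prefix that matched 1 library name in the sample descriptions (0 rows without a library), and the group word in the subpopulation matched the library in every row (0 mismatches). The deposited barcode lists of the 3 libraries were byte-identical and held every barcode the aligner could accept, not the barcodes called as cells. UMI count matrices were not analysed here. Depth per cell, expression and the number of filtered cells per library were therefore not used, and no genome coordinates are given.

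Samples were grouped by the titles in the sample descriptions into sham (n = 2 libraries) and TAC (n = 1 library). Cells were counted per library and subpopulation, and shares were taken of all listed LECs in that library. Sham values are the mean of the library shares with the SD, so that both libraries weigh equally. Each share has an exact (Clopper-Pearson) 95% binomial interval. Differences between libraries have Newcombe 95% intervals, and ratios of shares have 95% intervals on the log scale. The intervals of differences and ratios, and the SD expected from counting, were chosen after the data were seen. All intervals treat cells as independent draws from 1 library and cover counting error only. They compare libraries and not conditions. Because 1 TAC library cannot give a spread between TAC replicates, no p-value was computed for any comparison of sham with TAC. LEC shares of filtered cells used the filtered cell numbers in the sample descriptions, 1932 for sham and 1504 for TAC, which are given per group.

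Barcodes of the listed LECs were matched exactly to the barcode list. Barcodes shared between libraries and base composition were compared with 10000 random draws, and barcode pairs with 1000 random draws, of as many barcodes per library from that list. The limit beside a count of 0 is 3 counts of the total. These functions were tested on simulated libraries of the real sizes (855 barcodes), where 5 of 5 barcodes planted in 2 libraries and 4 of 4 pairs planted 1 base apart were recovered. In the same simulations, 5.5% of unbiased draws fell outside the central 95% for C content.

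The shares with exact intervals, the comparisons between libraries and the barcode checks were chosen before the data were examined, as was the rule that all LEC subpopulations in the list are named and no gene is. Alternatives chosen at that time were Wilson intervals, leaving out each sham library, pooling the sham cells, leaving out barcodes listed in more than 1 library, counting barcodes 1 base apart once, and other distances or bases for the barcode checks. Agresti-Caffo and Wald intervals of the differences, the base composition of all libraries together and the share of LEC3 among LEC2 and LEC3 were added after the data were seen. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and statsmodels 0.14.6, and figures used Matplotlib 3.10.9.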

Results

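The data collected were lists of single cells from the hearts of adult female BALB/c mice, an inbred laboratory strain, at 8 weeks after surgery. Transaortic constriction (TAC) narrows the aortic arch with a suture and so overloads the left ventricle with pressure, whereas sham-operated mice underwent the procedure without banding. Cardiac endothelial cells were sorted by flow cytometry into lymphatic endothelial cells (LECs), positive for the surface markers Lyve1 and Podoplanin, and blood vascular endothelial cells (BECs), negative for Lyve1. The sorted populations were mixed at 1 part LECs to 3 parts BECs and profiled by droplet-based 3' single-cell RNA sequencing. There were 3 libraries, each from pooled cells of 10 hearts: 2 from sham-operated mice (sham 1 and sham 2) and 1 from TAC-operated mice. All 3 carried the same batch label.

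The results below rest on the authors' list of LECs, which gives each cell's library, its 16-base cell barcode and its subpopulation. The list held 855 LECs, of which 299 came from sham 1, 103 from sham 2 and 453 from TAC. These numbers set the precision of every share below, and the 95% intervals cover counting error only. Transcript counts were not analysed here, so no gene expression level is reported. The authors named 3 LEC subpopulations. They described LEC1 as lymphatic capillary cells, LEC2 as precollector-type cells and LEC3 as cells with lymphatic valve markers.

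The first comparison concerned how many LECs each library held. Sorted cells were mixed in a set proportion and loaded in a set number per reaction, so these numbers reflect loading, capture and filtering and do not measure LECs per heart. The 2 sham libraries held 201 ± 139 LECs (mean ± SD, n = 2), and sham 1 held 2.90 times as many as sham 2. The TAC library held 1.52 times as many LECs as sham 1 and 4.40 times as many as sham 2. The TAC library thus exceeded the sham mean by 252 LECs, and this excess fell to 154 without sham 2 and rose to 350 without sham 1. When the sham libraries were summed, the excess was 51 LECs, with 402 LECs in 2 sham libraries against 453 in 1 TAC library.

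The sample descriptions gave the number of cells that passed the authors' filter per group, but not per library. LECs made up 20.8% of the 1932 filtered sham cells (95% exact interval 19.0 to 22.7%). They made up 30.1% of the 1504 filtered cells post-TAC (95% exact interval 27.8 to 32.5%), a difference of 9.31 percentage points. The sorted mix contained 25% LECs by design. That is a share of LECs and BECs only, whereas the filtered cells also included some outside the authors' endothelial clusters. The intervals of the groups did not overlap, but the spread of this share between the sham libraries could not be measured, and the number of LECs differed more between sham 1 and sham 2 than between sham 1 and TAC.

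The second comparison asked whether the make-up of the LEC population was altered post-TAC. LEC1 was the largest subpopulation in each of the 3 libraries. In sham 1, 184 of 299 LECs were LEC1 (61.5%, 95% exact interval 55.8 to 67.1%), 70 were LEC2 (23.4%, 18.7 to 28.6%) and 45 were LEC3 (15.1%, 11.2 to 19.6%). In sham 2, 77 of 103 LECs were LEC1 (74.8%, 65.2 to 82.8%), 17 were LEC2 (16.5%, 9.92 to 25.1%) and 9 were LEC3 (8.74%, 4.07 to 15.9%). Post-TAC, 372 of 453 LECs were LEC1 (82.1%, 78.3 to 85.5%), 64 were LEC2 (14.1%, 11.1 to 17.7%) and 17 were LEC3 (3.75%, 2.20 to 5.94%).

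**Figure D1:**
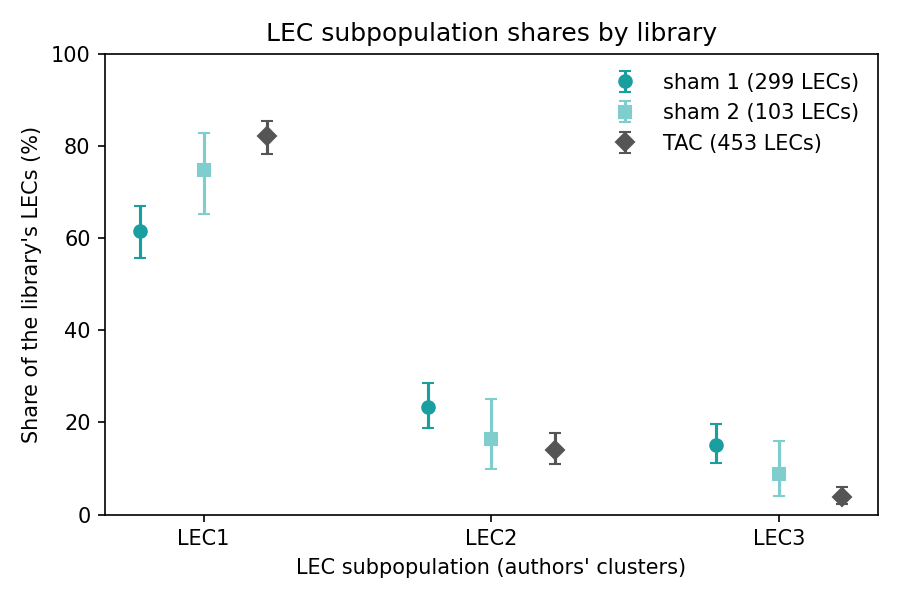
Share of each library's LECs (y axis, %) assigned to LEC1, LEC2 and LEC3 (x axis) in sham 1, sham 2 and TAC, where points are single libraries and bars are 95% exact binomial intervals for counting error only. The LEC3 share was 15.1% in sham 1, 8.74% in sham 2 and 3.75% post-TAC, and for each of the 3 subpopulations sham 2 lay between sham 1 and TAC.

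The TAC library lay outside the range of the sham libraries for all 3 subpopulations. These are shares of cells sorted for Lyve1 and Podoplanin, not of all LECs in the heart. The paper reports lower Lyve1 in precollectors and higher lymphatic Lyve1 post-TAC. Whether the sort favoured any subpopulation was not tested here. The LEC1 share was 68.1 ± 9.35% in the sham libraries (SD, n = 2) and higher by 14.0 percentage points post-TAC. The LEC2 share was 20.0 ± 4.88% in the sham libraries (SD, n = 2) and differed by -5.83 percentage points post-TAC. The LEC3 share was 11.9 ± 4.46% in the sham libraries (SD, n = 2) and differed by -8.14 percentage points post-TAC, which made the sham mean 3.17 times the TAC value. Each difference was larger than the SD between the sham libraries, although an SD from 2 libraries is itself imprecise. Without sham 1, the differences were 7.36, -2.38 and -4.99 percentage points for LEC1, LEC2 and LEC3, and without sham 2 they were 20.6, -9.28 and -11.3 points. With all sham cells pooled, the LEC3 share was 13.4% and the ratio to TAC was 3.58. Sham 1 supplied 74.4% of the sham LECs and therefore weighed most in the pooled value. With 3 libraries, an exact permutation of the library labels cannot give a one-sided p below 0.333, so no test across libraries was made.

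The size of the LEC3 difference depended on which sham library was compared. Against sham 1, the TAC share was lower by 11.3 percentage points (-11.3, 95% Newcombe interval -16.0 to -7.08), and the sham share was 4.01 times the TAC share (95% interval 2.34 to 6.87). Against sham 2, the difference was -4.99 percentage points (95% Newcombe interval -12.2 to -0.37), and the sham share was 2.33 times the TAC share (95% interval 1.07 to 5.07). The exact intervals of sham 2 and TAC overlapped. The interval of the difference from sham 2 included 0 by another method, the Agresti-Caffo interval, which reached 0.33.

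For LEC1 and LEC2, the TAC library differed from sham 1 beyond counting error but not from sham 2. The LEC1 share was 20.6 percentage points higher post-TAC than in sham 1 (95% Newcombe interval 14.0 to 27.1) and 7.36 points higher than in sham 2 (-0.95 to 17.1). The LEC2 share differed by -9.28 points from sham 1 (-15.2 to -3.62) and by -2.38 points from sham 2 (-11.2 to 4.52).

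The third comparison was between the 2 sham libraries, the only replicates in the series. Relative to sham 1, sham 2 had an LEC1 share 13.2 percentage points higher (95% Newcombe interval 2.61 to 22.5), an LEC2 share that differed by -6.91 points (-14.7 to 2.55) and an LEC3 share that differed by -6.31 points (-12.4 to 1.60). For LEC1 this difference exceeded counting error. The SD between the sham libraries was 2.58 times the SD expected from counting alone for LEC1, 1.57 times for LEC2 and 1.82 times for LEC3. For each subpopulation, the distance in percentage points between sham 1 and sham 2 was larger than that between sham 2 and TAC. As ratios of shares, the order was the reverse for LEC3, at 1.72 for sham 1 over sham 2 and 2.33 for sham 2 over TAC.

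In numbers of cells, the subpopulations did not move together. The TAC library held more LEC1 cells than either sham library, with 372 against 184 and 77. Its 64 LEC2 cells and 17 LEC3 cells lay between the sham libraries, which held 70 and 17 LEC2 cells and 45 and 9 LEC3 cells.

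**Figure D2:**
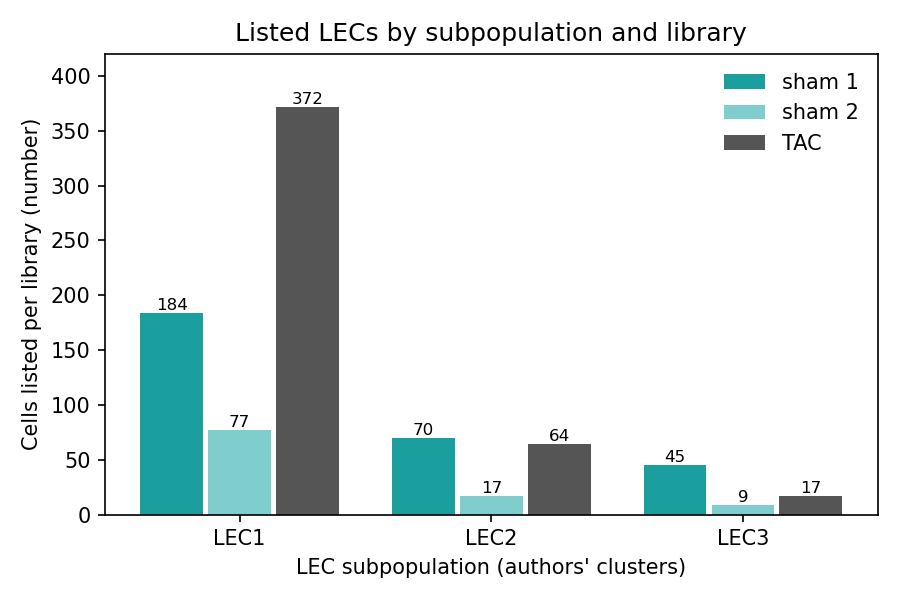
Number of listed LECs (y axis, cells) in LEC1, LEC2 and LEC3 (x axis), with 1 bar per library for sham 1, sham 2 and TAC. The TAC library has the highest bar for LEC1 (372 cells), whereas its LEC2 (64 cells) and LEC3 (17 cells) bars lie between those of sham 1 and sham 2.

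Finally, the barcodes of the listed LECs were compared with the barcode lists deposited for the libraries. Each of the 3 libraries came with the same list of 6794880 distinct barcodes, so these lists did not mark which barcodes were cells. All 855 LEC barcodes were found in it, which had to be so because the list holds every barcode the aligner could accept. No LEC barcode was listed in more than 1 library, which allows a shared proportion of up to 0.351% of the LECs, and 10000 random draws of as many barcodes from the list gave 0.0309 shared barcodes on average. No 2 LEC barcodes of the same library were 1 base apart, where 1000 random draws gave 0.023 such pairs on average. G and C made up 49.3% of the bases of the LEC barcodes in sham 1, 49.6% in sham 2 and 50.7% in TAC, against 49.7% in the list. The sham values lay within the central 95% of 10000 random draws, and 88 of the 10000 draws reached the TAC value.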

Values the study reported

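The study reported 1814 cardiac endothelial transcriptomes from healthy BALB/c hearts, of which 402 were LECs, and 1455 from TAC-operated BALB/c hearts, of which 449 were LECs. Elsewhere in its text, the study gave 453 LECs post-TAC. In healthy hearts, LEC1, LEC2 and LEC3 were reported as 65%, 22% and 13% of LECs. Post-TAC, they were reported as 82%, 14% and 4%. The study counted 3908 sequenced BALB/c cells, of which 3436 remained after filtering. Over all cardiac endothelial cells, it reported averages of 2699 transcripts per cell in healthy hearts and 4096 post-TAC.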

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

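The intervals of differences (Newcombe, Agresti-Caffo and Wald) and the base composition of all libraries together were chosen after the data were seen. Of 62 alternative values, 47 kept their direction and stayed within the spread or on the same side of the limit, and 8 reversed, all of them centiles of single barcode bases. The count of 47 overstates stability, because 20 of the values came from alternatives that could not change them and 8 from leaving out 1 of 2 sham libraries, as explained here.

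The TAC minus sham differences kept their sign for all 3 subpopulations under each alternative. Leaving out 1 sham library gave 7.36 to 20.6 percentage points for LEC1, -9.28 to -2.38 for LEC2 and -11.3 to -4.99 for LEC3. The smaller difference arose in each case without sham 1. That moved the LEC1, LEC2 and LEC3 values by more than 1.5 times, from 14.0, -5.83 and -8.14. Leaving out sham 2 moved the LEC2 value by more than 1.5 times as well, to -9.28. With 2 sham libraries, leaving out either one always moves the sham mean by less than the SD, so this check could not have shown a move beyond the spread. Pooling the sham cells gave 17.2, -7.51 and -9.68 percentage points. The excess of LECs in the TAC library over the sham mean, 252 cells, ranged from 154 to 350 when 1 sham library was left out and was 51 when the sham libraries were summed. That last value sets 2 libraries against 1.

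Wilson intervals are no check of a difference between shares, whose value does not depend on the interval. Leaving out barcodes listed in more than 1 library, or counting barcodes 1 base apart once, removed 0 cells, so these alternatives show nothing about stability. For the LEC share of filtered cells, leaving out or pooling sham libraries was not run, since only group totals of filtered cells were used. No paired analysis was possible, because each library pooled other mice and the replicate numbers mark no pairs.

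The interval of the LEC3 difference between TAC and sham 2 had its upper bound at -0.37 by Newcombe's method, but at 0.33 by the Agresti-Caffo and 0.74 by the Wald method. The intervals of the other 5 TAC minus sham library differences included or excluded 0 alike by the 3 methods. The 9 LEC3 cells of sham 2 limit this comparison.

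Allowing 2 bases apart in place of 1 raised the barcode pairs within a library from 0 to 3. Single bases gave other centiles among random draws than G and C together, which lay at 21.4 in sham 1, 42.6 in sham 2, 99.2 in TAC and 87.7 over all libraries. In sham 1, A alone lay at 94.8 and C alone at 89.1. In sham 2, C alone lay at 98.1, G alone at 1.33 and T alone at 58.1. In TAC, A alone lay at 50.9, G alone at 37.2 and T alone at 1.57. Over all libraries, C alone lay at 99.9, G alone at 1.59 and T alone at 2.28. G and C lay on opposite sides of the middle of the draws in each library and over all libraries. The shares of all bases add up to the whole, so A and T together must mirror G and C together. The reversals of A in sham 1, and of T in sham 2, in TAC and over all libraries, go with the G and C result. They are therefore no sign that it is unstable. The cause of the reversals of C alone or G alone was not tested.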

Other observations

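The counts of barcodes listed in more than 1 library and of barcode pairs 1 or 2 bases apart were chosen before the data were examined. The tests of counting error, of differences between libraries, of trimming, of dilution and of C content over all libraries were chosen after the values they concern were seen, and so was the use of shared barcodes and pairs 1 base apart as tests of an explanation.

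In percentage points, the LEC make-up of sham 2 was closer to TAC than to sham 1. The distance between sham 1 and sham 2 was 1.80 times the distance from TAC to sham 2 for LEC1, 2.91 times for LEC2 and 1.27 times for LEC3. As ratios of shares, the order was the reverse for LEC3, at 1.72 for sham 1 over sham 2 and 2.33 for sham 2 over TAC. For LEC2 and LEC3, the difference between the sham libraries did not exceed counting error. A difference between libraries unrelated to surgery may still account for the contrast between TAC and sham 2. How far such differences reach beyond that was not measured, since 1 pair of sham libraries sets no bound on them. The TAC library was nevertheless the extreme one for each subpopulation, but any 1 of 3 libraries is the highest or the lowest in 2 of 3 possible orders by chance, and the 3 shares are not independent because they add up to the whole. From these libraries, an effect of pressure overload on LEC make-up remains open and cannot be tested across animals, because each library pools 10 hearts. The paper separately counted lymphatic valves in individual mice by whole-mount imaging. It reported that the expanded capillaries of BALB/c hearts post-TAC had almost no valves. Those counts concern valves in vessels and not shares of LECs.

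Counting error alone does not account for the lower LEC3 share post-TAC relative to sham 1, where the upper bound of the difference was -7.08 percentage points. Relative to sham 2, the upper bound was -0.37 by one method and above 0 by the others, so the few LEC3 cells in sham 2 and TAC keep counting error open there.

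The number of LEC3 cells post-TAC, 17, lay between those of the sham libraries, and the low LEC3 share coincided with a high number of LEC1 cells. If a larger LEC1 population had diluted LEC2 and LEC3 alike, LEC3 would form the same part of LEC2 and LEC3 together in each library. That part was 39.1% in sham 1 (45 of 115 cells), 34.6% in sham 2 (9 of 26) and 21.0% post-TAC (17 of 81). Sham 2 minus sham 1 was -4.52 percentage points (95% Newcombe interval -22.3 to 16.4), and the exact interval of sham 2 (17.2 to 55.7%) included the TAC value. The upper bound of the difference was -5.00 percentage points against sham 1, but 4.61 against sham 2. Against sham 1 the interval thus excluded equal dilution as far as counting error goes. Dilution was nevertheless left open, a reading settled after this value was seen, because the interval holds no spread between TAC libraries and the comparison with sham 2 includes 0. A loss of LEC3 beyond dilution may be present, and it would be a hypothesis for more libraries. In its imaging, the paper found unaltered distances between the remaining valves post-TAC. From this it proposes that too little valve formation, rather than a drop-out of valves, may play a part.

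The reads of sham 1 were trimmed and those of the other libraries were not. The LEC1 share of sham 2 exceeded that of sham 1 by 13.2 percentage points, and trimming is a possible explanation. The trimming of sham 1 and all its other properties (its animals, sort and capture) cannot be told apart, as they belong to 1 library. The LEC3 share did not follow the number of LECs, as the library with the most LECs had the lowest share (3.75%) and the library with the fewest (sham 2) had the middle one (8.74%). Average transcripts per cell differed between the groups in the values quoted from the study above, which cover all endothelial cells. The study's average for LECs alone was also higher post-TAC than in healthy hearts. Whether depth affects the assignment of cells to LEC1, LEC2 or LEC3 was not tested here.

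With 0 barcodes listed in more than 1 library, no listed LEC shared its barcode with a listed LEC it could have been carried over from. With 0 pairs 1 base apart, no listed LEC could be split off from another by an error of 1 base. The list holds only cells that passed the authors' filter. These counts therefore cannot show how often index misassignment or barcode errors arose before filtering, or whether they came from cells that are not listed. There were 3 pairs 2 bases apart within a library, 2 of them in sham 1 and 1 in TAC. Over all libraries, random draws from the barcode list gave as many in 8.6% of draws, which is consistent with the structure of the list. In sham 1 alone, draws gave 0.303 pairs on average and as many as 2 in 4.1% of draws, so an excess in that library stays open, as 1 of 3 libraries looked at. In the list, 960 different first parts of 7 bases are combined with 7078 different last parts of 9 bases.

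The LEC barcodes were richer in C than the barcode list. C made up 26.0% of their bases against 24.9% in the list, and 7 of 10000 random draws reached that value. The share of C was above that of the list in 3 of 3 libraries, at 25.6% in sham 1, 26.9% in sham 2 and 26.1% in TAC, although sham 1 on its own lay within the central 95% of draws. G made up 24.1% against 24.8% in the list. C was chosen after looking at all 4 bases in each library and over all libraries, so this is a hypothesis that barcodes of cells may not be drawn evenly from the list, through uneven supply on the beads or uneven reading of bases. The data used here hold no test that separates these, and no biological explanation was tested.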
